A study of Danio rerio with 16 samples. Its data were reported in "Deiodinase Knockdown during Early Zebrafish Development Affects Growth, Development, Energy Metabolism, Motility and Phototransduction" (2015).

How the data were processed

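Head samples of zebrafish larvae at 72 hours post fertilization were compared on Agilent 4x44k zebrafish arrays with 2 colours, in an A-optimal design of 16 arrays. The 3 conditions were D1D2MO (morpholinos against deiodinases 1 and 2 injected together), D3MO (morpholino against deiodinase 3) and SCMO (standard control morpholino), each with 4 pools of 20 heads. Groups and dye orientations were taken from the sample labels. D1D2MO and SCMO shared 6 arrays, D3MO and SCMO 6, and D3MO and D1D2MO 4, with the dyes turned on 3, 3 and 2 of them. The labels do not say which pool was on which array.

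The authors scanned the arrays on a GenePix scanner, dropped spots that did not rise above local background on any array, corrected the background with a normal-exponential convolution model and normalised the ratio of the dyes within each array by loess. They then fitted linear models with limma, moderated the variances by empirical Bayes and adjusted p-values by the Benjamini-Hochberg method. The limma version is not given in the sources used here. The study's thresholds were an adjusted p under 0.05 and a change over 1.5-fold. Measurements per array or per channel were not analysed here, so each result starts from the authors' own comparisons.

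Of the 4 tables used, 1 gave the deposited log2 fold changes and p-values of 20080 probes in all 3 comparisons. The other 3 gave, for the probes that the authors listed in each comparison, the deposited log2 fold change, the average log2 intensity, 2 scores (the moderated t and the log-odds of a change), the p-value and its adjusted value. The tables were checked against each other. The p-values deposited for all probes were unadjusted. Each list held exactly the probes with an unadjusted p under 0.05 and a change over 1.5-fold, which were 144 for D1D2MO against SCMO, 569 for D3MO against SCMO and 243 for D3MO against D1D2MO. Of these, 1, 1 and 2 probes had an adjusted p of 0.05 or more and were not called here.

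One number of degrees of freedom, 7.79, turned every listed t into its p-value. With it, t was recovered for all probes from the deposited p-value and the sign of the log2 fold change, the standard error was taken as the log2 fold change divided by t, and p-values were adjusted again over the 20080 probes. The recomputed adjusted p-values lay within 0.439% of the deposited ones. The 26 control spots stayed in the adjustment, as in the authors' fit, and 0 of them passed the thresholds. The standard errors imply a correlation of 0.534 between the errors of the comparisons with SCMO, and this value was used wherever unchanged conditions were simulated.

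Probes were named through their RefSeq accessions in a gene table of assembly GRCz12tu, without versions, and no coordinates were used. Of the 625 listed probes, 501 carried a RefSeq accession and 478 of these matched a symbol. The other 147 listed probes were left unnamed, among them 71 with an Ensembl transcript identifier. The 19455 probes outside the lists carried no name in the sources used here. A gene changed where at least 1 of its probes passed both thresholds and none passed them in the opposite direction, and 0 genes had probes that passed both ways.

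The genes named in the text followed a rule set before the deposited tables were examined, as were most alternatives. For each comparison the rule took the 10 named probes with the largest rise and the 10 with the largest fall. It also took the deiodinase genes and, for each gene list, up to 4 members with the largest absolute change in D3MO against SCMO among those changed in any comparison. The value is that of the listed probe with the highest average intensity. The rule gave the 90 genes used here. The 31 gene lists used cover eye, brain, blood, muscle, skeleton, epidermis, digestive and caudal tissues, and cell division, stress, hormone and metabolic pathways. They were fixed before the deposited tables were examined but after the study's text and its supplementary list of transcripts had been read, so they were not independent of the study's results. One further gene and the list built around it are not reported here, and the tests and their adjustment were made without that list.

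The gene lists were to be tested with limma's cameraPR on all genes. That test needs the genes that did not change, and names were at hand only for the listed probes, so it was replaced. Each list was instead described by its numbers of genes that rose and fell, and for lists with at least 3 changed genes the direction was compared with that of the other changed genes by a two-sided Fisher's exact test, adjusted by the Benjamini-Hochberg method within each comparison. This test was chosen after the tables were seen. It compares directions only, treats genes as independent, and says nothing on whether a list changed more often than others. A count adjusted over a list alone could not be given, nor the number of members that were measured and did not change.

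The shared signs and the correlation of the comparisons with SCMO were set against 100 simulations of unchanged conditions with the same standard errors and shared control. The overlap of calls had no such reference, since unchanged conditions give almost no calls. The D1D2MO change as a share of the D3MO change was compared between lists by two-sided permutation tests with 100000 resamples, and with 10000 simulations at a single share. The procedure was tested on simulated data for 20080 probes, with 100 probes changed by a log2 of 0.8 and 100 by 1.5. In the simulation of D1D2MO against SCMO 96% and 100% of them were called with 0 false calls, in that of D3MO against SCMO 94% and 100% with 1 false call, and in that of D3MO against D1D2MO 96% and 98% with 1 false call. Errors were drawn independently for each probe from the deposited standard errors, so these runs check the procedure and do not give the rate of false calls in the data.

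The alternatives were other thresholds on the adjusted p and on the fold, Holm's adjustment, 1 adjustment over all 3 comparisons, a test against a 1.5-fold change (TREAT), centring on the median probe, merging the probes of a gene, and leaving out dim probes or control spots. For the lists they were probes in place of genes and removal of genes held by more than 1 list. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.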

Results

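Gene expression was measured in the heads of zebrafish larvae at 72 hours post fertilization, an age at which the larval eye is becoming functional. Embryos had been injected with antisense morpholinos, which block translation of the mRNA they bind. D1D2MO larvae received morpholinos against deiodinases 1 and 2, the enzymes that convert the prohormone T4 to the active thyroid hormone T3. D3MO larvae received a morpholino against deiodinase 3, which inactivates T4 and T3, and SCMO larvae received a standard control morpholino. Each condition had 4 pools of 20 heads, and the 12 pools were hybridised on 16 arrays with 2 colours. Of these, 6 arrays set D1D2MO against SCMO, 6 set D3MO against SCMO and 4 set D3MO against D1D2MO, with each dye orientation used equally often. SCMO filled 12 of the 32 channels, and each knockdown filled 10. The number of pools, 4 per condition, limits the precision, since arrays measured the same pools again, and the standard errors (SE) given below come from the authors' fit and may not hold all of the spread between pools. The median standard error of a log2 fold change was 0.0550 against SCMO and 0.0531 between the knockdowns, and against SCMO it ran from 0.0369 at the 5th to 0.134 at the 95th percentile of probes.

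The tables held log2 fold changes for 20080 probes, and names for the 625 probes that the authors listed in at least 1 comparison. Of these, 478 probes matched 333 gene symbols, so a named gene is 1 that the authors had listed as changed, and the counts by gene list below say nothing on the other members of a list. The morpholinos leave the targeted mRNA in place, so a deiodinase probe would not check the knockdown, and 0 of the named probes belonged to a deiodinase gene. Gene values below are those of the brightest listed probe of the gene, and a negative log2 fold change means lower in the condition named first. A gene rose or fell where at least 1 of its probes, not always the brightest, had an adjusted p under 0.05 and a change over 1.5-fold.

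The comparison of D1D2MO with SCMO asked which head transcripts differed after knockdown of the enzymes that produce T3. Transcripts of the photoreceptors led the falls. In the authors' deposited table the green cone opsin opn1mw1 (NM_131253) had a log2 fold change of -1.35 (SE 0.055), the ultraviolet cone opsin opn1sw1 (NM_131319) -1.25 (SE 0.055), the red cone opsin opn1lw2 (NM_001002443) -1.22 (SE 0.092) and the rod opsin rho (NM_131084) -1.05 (SE 0.083). Among the cone transducin subunits, which pass the light signal from opsin to phosphodiesterase, gnb3b was at -1.34 (SE 0.053) in the authors' deposited table and gnat2 fell as well. In all, 143 probes changed, of which 131 fell and 12 rose, and 68 named genes changed, of which 62 fell and 6 rose.

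Of the 27 phototransduction genes with a name, 24 fell and 0 rose in D1D2MO, with a median of -1.02 among those that fell. The photoreceptor structure and fate list held 5 genes that fell, the inner retina and Muller glia list 4, and the visual cycle and retinal pigment epithelium list 2. Examples in the authors' deposited table were prph2b, a protein of the outer segment disc rim, at -1.04, and cplx4a, a complexin of retinal ribbon synapses, at -1.03. The visual cycle enzyme rpe65a, which isomerises the retinoid, was at -0.67 and the retinol-binding protein gene rbp4l at -0.69 in the authors' deposited table. From the inner retina list, cabp2a was at -0.84 and lrit3a at -0.60 in the authors' deposited table.

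Outside the eye lists, 3 genes of the purine metabolism list fell in D1D2MO. The authors' deposited table gave -0.97 for the nucleoside diphosphate kinase nme2a and -0.63 for the guanylate kinase guk1b. It gave -0.72 for ppa1a, an inorganic pyrophosphatase that the list held although its substrate is not a purine. The synaptic vesicle and mature neuron list also held 3 genes that fell, among them the synaptotagmin syt5a, and the synaptophysin sypb at -0.69 in the authors' deposited table. Single genes fell in the lists for Purkinje cells (pvalb7, -0.61), glycolysis (eno1b, -0.67), lens (crybgx, -0.68) and cartilage and bone (matn1, -0.67), by the authors' deposited table.

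The 6 named genes that rose in D1D2MO were led by the embryonic beta globin hbbe3 (NM_001015058), with a log2 fold change of 1.16 (SE 0.088) in the authors' deposited table. The others in the authors' deposited table were the skeletal muscle actin acta1b at 0.76, the transcription factor prdm1a at 0.81, the cardiac myosin light chain myl7 at 0.61, the myosin heavy chain myh7l at 0.59 and the heat shock cognate gene hsc70 at 0.59. After centring on the median of all probes myh7l was at 0.58 from the authors' deposited table, under the fold threshold. The 2 named genes of the cardiac muscle list, myl7 and myh7l, were not past the thresholds in D3MO, at 0.12 and 0.09 in the authors' deposited table. In the skeletal muscle list acta1b rose while pvalb4, named here after its values were seen, fell by 0.80 in the authors' deposited table.

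Because 62 of the 68 named genes fell, a list could hardly stand apart by its direction. Of the 5 lists with at least 3 changed genes, 0 differed in direction from the other changed genes, and the smallest adjusted p was 0.414, for phototransduction (two-sided Fisher's exact test, with 0 lists at an unadjusted p under 0.05). Of the genes with several listed probes, cabp2a had 1 of 2 past the thresholds, rbp4l, pvalb7 and syt5a 2 of 3 and sypb 3 of 4, and 7 probes of any gene passed a test made against a 1.5-fold change, with 7 falls and 0 rises.

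The comparison of D3MO with SCMO asked which head transcripts depend on the inactivating enzyme. Photoreceptor genes led this comparison as well. The authors' deposited table gave a log2 fold change of -3.17 (SE 0.055) for opn1mw1, -3.00 (SE 0.054) for gnat2, -2.99 (SE 0.055) for opn1sw1, -2.83 (SE 0.053) for gnb3b and -2.67 (SE 0.083) for rho. The blue cone opsin opn1sw2 was at -2.78 and the cone transducin gamma subunit gngt2b at -2.77 in the authors' deposited table. Here 568 probes changed, of which 399 fell and 169 rose, and 301 named genes changed, of which 199 fell and 102 rose. Without the fold threshold 3949 probes fell and 3884 rose, so the excess of falls was marked only past the fold threshold. The loess normalisation centres the log ratios of each array, which itself favours such a balance among small changes.

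Of the 27 named phototransduction genes, 26 fell and 0 rose in D3MO, with a median of -2.35, and the share that fell was higher than among the other changed genes (adjusted p = 8.02e-05, two-sided Fisher's exact test). All 13 named genes of photoreceptor structure and fate fell (adjusted p = 0.00985, exact test), among them the disc rim genes prph2b at -2.22, rom1b at -1.76 and rom1a at -1.74, and the retinoschisin gene rs1a at -1.55, in the authors' deposited table. The inner retina and Muller glia list had 9 genes that fell and 0 that rose (adjusted p = 0.0495, exact test), with cplx4a at -1.81, cabp2a at -1.53, lrit3a at -1.42 and lrit2 at -1.12 in the authors' deposited table. The 7 named genes of the visual cycle list fell, led by rbp4l at -1.60, rpe65a at -1.13, the interphotoreceptor retinoid-binding protein rbp3 at -1.03 and the retinaldehyde-binding protein rlbp1a at -0.99 in the authors' deposited table, but their direction did not pass the test (adjusted p = 0.114, exact test). These vision lists were fixed after the study's text had been read, so their direction is not independent evidence.

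The named genes of mature neurons that changed in D3MO fell. All 15 named genes of the synaptic vesicle and mature neuron list fell, with a median of -0.82, as did all 15 of the GABA, glycine and glutamate synapse list, with a median of -0.67 (adjusted p = 0.00756 for each list, exact test). In the authors' deposited table syt5a was at -2.04, the plasma membrane calcium pump atp2b1b at -1.34, sypb at -1.08 and the sodium pump subunit atp1b2b at -1.08. Of the receptor genes, the GABA receptor subunits gabra6a and gabra4 were at -1.02 and -0.73, the NMDA receptor subunit grin1b at -0.97, and the GABA transaminase abat at -0.78 in the authors' deposited table. The Purkinje cell and cerebellum list had 6 genes that fell, including pvalb7 at -0.80, aldoca at -0.80 and pcp4l1 at -0.65 in the authors' deposited table, without passing the test (adjusted p = 0.114, exact test). The olfactory marker protein ompa at -0.79 and the calretinin gene calb2b at -0.84 in the authors' deposited table were the 2 genes that changed in the olfactory neuron list.

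The named genes of neural progenitors and of dividing cells that changed in D3MO rose. All 6 named genes of the neural progenitor and Notch list rose (adjusted p = 0.00439, exact test), with the retinal and spinal progenitor factor foxn4 at 1.16, hes2.2 at 1.03, insm1a at 0.74 and the radial glia filament gfap at 0.65 in the authors' deposited table. The oligodendrocyte lineage factor olig2, the single changed gene of the myelin list, rose by 0.61 in the authors' deposited table. The cell cycle list had 12 genes that rose and 0 that fell (adjusted p = 1.17e-05, exact test), among them the mitotic kinase aurka at 0.95, the spindle motor kif11 at 0.69, birc5a at 0.69 and dlgap5 at 0.64 in the authors' deposited table. The ribosome biogenesis list had 19 genes that rose and 0 that fell (adjusted p = 5.62e-09, exact test). Their values ran from 0.60 to 0.74, where the fold threshold bounds the lower end. The leading genes of this list in the authors' deposited table were dnttip2 at 0.74, heatr1 at 0.73, the RNA helicase ddx18 at 0.73 and bysl at 0.70.

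Among the largest rises of named genes in D3MO were those of the cyclin ccng1 (NM_199481) at 1.80 (SE 0.141) and of rps27l at 1.28 (SE 0.096) in the authors' deposited table, and neither gene passed the thresholds in D1D2MO. The probe with the largest rise, at 2.67 in the authors' deposited table, had no name, and the same held in D1D2MO against SCMO at 1.35 and in D3MO against D1D2MO at 1.68. The lists on synapses, the cell cycle, the nucleolus, Hox genes, globins and purines were also fixed after the study's text had been read, and their directions are not independent evidence.

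The changed globins and trunk Hox genes and most of the changed skeletal muscle genes rose in D3MO alongside these groups. The list called trunk Hox here held paralogue groups 4 to 13, and its changed genes came from groups 4, 5 and 8. The name of the list does not show that these transcripts came from outside the head. Whether the samples differed in their share of any tissue was not tested. The globins hbbe3 and hbae1.1, the 2 changed genes of the erythroid list, were at 2.31 (SE 0.088) and 0.81 (SE 0.090) in the authors' deposited table. The 5 changed trunk Hox genes rose (adjusted p = 0.00837, exact test), with hoxb5b at 1.22, hoxb8a at 1.17, hoxa4a at 0.86 and hoxb5a at 0.83 in the authors' deposited table. In the skeletal muscle list 8 genes rose and 1 fell (adjusted p = 0.00371, exact test), with the fast myosin light chain mylpfb at 0.92, the troponin tnni2b.2 at 0.87, the parvalbumin pvalb2 at 0.83 and the calcium pump atp2a1l at 0.78 in the authors' deposited table. The gene that fell was pvalb4, named here after its values were seen, at -0.78 in the authors' deposited table. The epidermis and fin fold list had 3 genes that rose without passing the test (adjusted p = 0.0555, exact test), the actinodins and2 and and3 at 1.36 and 0.69 and the annexin anxa2a at 0.61 in the authors' deposited table.

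The genes of the purine metabolism and glycolysis lists that changed in D3MO fell. The 5 changed genes of the purine metabolism list fell (adjusted p = 0.182, exact test). In the authors' deposited table nme2a was at -1.91, the inorganic pyrophosphatase ppa1a at -1.86 and guk1b at -1.35. The IMP dehydrogenase impdh1a, which opens the route to guanine nucleotides, was at -0.81 in the authors' deposited table. The 8 changed glycolysis genes fell (adjusted p = 0.0730, exact test), with the lactate dehydrogenase ldhbb at -1.19, the aldolase aldoca at -0.80 and the enolases eno1b and eno1a at -0.72 and -0.67 in the authors' deposited table. From the oxidative phosphorylation list, cox4i2 alone changed, at -0.69 in the authors' deposited table. The stress response list had 2 genes that fell, the metallothionein mt2 at -0.81 and chac1 at -0.78 in the authors' deposited table. The heat shock cognate gene hsc70, which this list did not hold, rose past the thresholds in D3MO, at 0.62 in the authors' deposited table.

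Lens genes went both ways in D3MO, with 6 that fell and 2 that rose (adjusted p = 0.721, exact test). In the authors' deposited table crybgx was at -1.95, the lens galectin grifin at -1.23 and the gamma crystallin crygm2d11 at -0.87, while lctla was at 0.83. In the cartilage and bone list the collagen col9a1b rose by 0.61 and scpp5, a phosphoprotein gene of mineralised tissue, was at -0.94 in the authors' deposited table. The clock repressor nr1d1 was at -0.72 and the parvalbumin pvalb8, from the inner ear and hair cell list, at -0.66 in the authors' deposited table, each the single changed gene of its list. The lists for cardiac muscle, liver and yolk, hindbrain Hox genes, the thyroid hormone axis, cytosolic ribosomal proteins, pigment cells and innate immunity held 0 named genes that changed in D3MO against SCMO.

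In D3MO against SCMO 10 of the 16 lists with at least 3 changed genes differed in direction from the other changed genes, and 7 did without the dimmest listed probes, where photoreceptor structure and fate (adjusted p = 0.0541, exact test), the inner retina (adjusted p = 0.322, exact test) and trunk Hox genes (adjusted p = 0.0712, exact test) no longer passed. Probes of 1 gene could differ in size, as the 8 rho probes that ran from -2.68 to -1.05 in the authors' deposited table, and anxa2a and atp2a1l had 1 of 2 probes past the thresholds. Likewise gnat2 ran from -3.00 to -1.65, gnb3b from -2.83 to -1.88 and syt5a from -2.04 to -0.85 in the authors' deposited table. There the brightest probe had the largest change, while cplx4a had a dimmer probe at -2.01. The SE given for a gene is that of its brightest probe alone. The count of probes was 178 where the test itself was made against a 1.5-fold change.

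**Figure D1:**
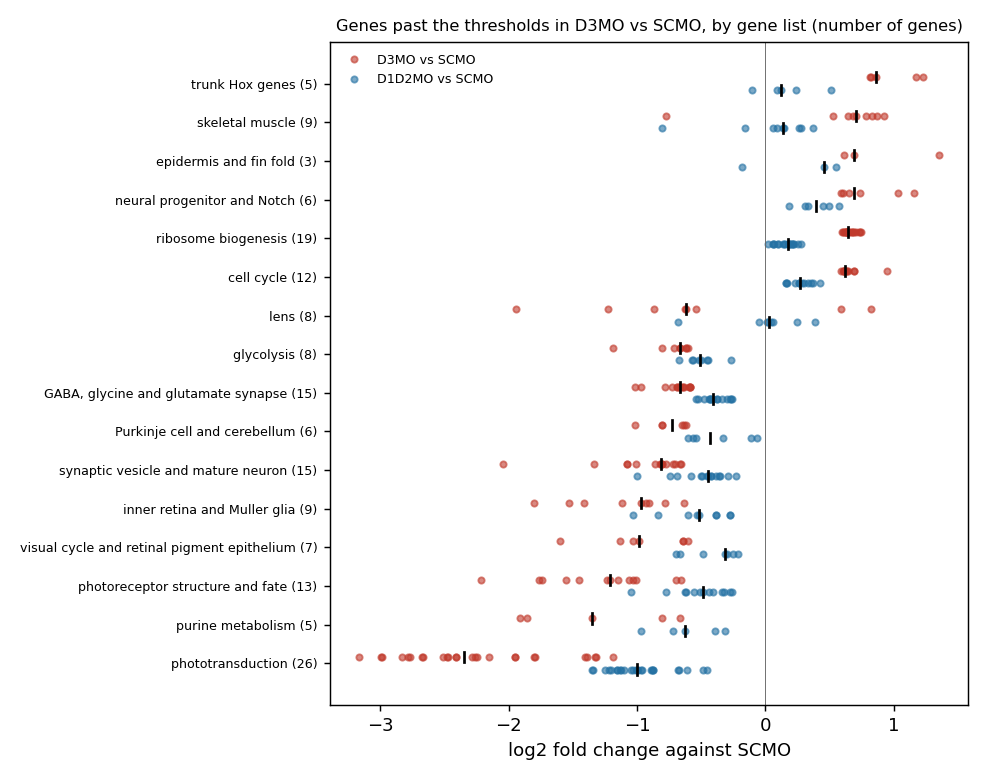
Log2 fold changes against SCMO of the named genes that passed the thresholds in D3MO, by gene list, for lists with at least 3 such genes; each point is the brightest probe of a gene in D3MO (red) or D1D2MO (blue) and the black bars are medians. The phototransduction median was -2.35 in D3MO, and the trunk Hox median was 0.86.

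The knockdowns were also compared with each other, and 241 probes differed between D3MO and D1D2MO, of which 157 were lower and 84 higher in D3MO. Without the fold threshold 2383 were lower and 2498 higher. The cone genes were lower in D3MO, with opn1mw1 at -1.82 (SE 0.053), gnat2 at -1.79 (SE 0.052), opn1sw1 at -1.74 (SE 0.053), opn1sw2 at -1.68 (SE 0.060), gngt2b at -1.62 (SE 0.072) and the rod opsin rho at -1.62 (SE 0.080) in the authors' deposited table. The named genes that were higher in D3MO included ccng1 at 1.48 (SE 0.136), hbbe3 at 1.14 (SE 0.085), hoxb5b at 0.99 (SE 0.063) and rps27l at 0.95 (SE 0.093) in the authors' deposited table. Among named genes 131 differed, 81 lower and 50 higher in D3MO.

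Of the phototransduction genes 25 were lower in D3MO than in D1D2MO and 0 higher (adjusted p = 1.22e-05, exact test), and of photoreceptor structure and fate genes 9 were lower and 0 higher (adjusted p = 0.0292, exact test), among them rom1a at -1.18, prph2b at -1.17, rom1b at -1.14 and rs1a at -1.04 in the authors' deposited table. The inner retina list had 6 genes lower (adjusted p = 0.123, exact test) and the visual cycle list 2, rbp4l at -0.90 and rlbp1a at -0.73 in the authors' deposited table. The 5 changed trunk Hox genes were higher in D3MO, with a median of 0.74 (adjusted p = 0.0214, exact test). The skeletal muscle list had 6 genes higher and 0 lower (adjusted p = 0.0114, exact test), with mylpfb at 0.78, pvalb2 at 0.69 and atp2a1l at 0.69 in the authors' deposited table. The list did not move as a whole. Its member acta1b was lower in D3MO on all 4 probes, from -0.56 to -0.34 in the authors' deposited table, under the fold threshold. The ribosome biogenesis list had 4 genes higher and 0 lower (adjusted p = 0.0354, exact test), including bysl at 0.68, ddx18 at 0.67 and heatr1 at 0.59 in the authors' deposited table, while the fourth counted by a dimmer probe and was at 0.37 on its brightest.

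Lens genes were mostly lower in D3MO than in D1D2MO, with 7 lower and 1 higher, which did not pass the test (adjusted p = 0.198, exact test). In the authors' deposited table crybgx differed by -1.26, grifin by -1.24 and crygm2d11 by -0.88, and lctla by 0.77. The purine metabolism list had 3 genes lower, ppa1a at -1.14, nme2a at -0.94 and guk1b at -0.73, and the synaptic vesicle list 4, led by syt5a at -1.04 and atp2b1b at -0.91, in the authors' deposited table (adjusted p = 0.297 for each list, exact test). The globin hbae1.1 was higher in D3MO at 0.77 beside hbbe3 in the authors' deposited table. The hindbrain Hox genes hoxb3a and hoxd3a both differed by 0.75, and the actinodin and2 by 0.81 and the annexin anxa2a by 0.80, in the authors' deposited table.

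Single genes of other lists differed as well in the authors' deposited table, with the lactate dehydrogenase ldhbb at -0.62, the retinol-binding protein rbp4 of the liver list at -0.63, col9a1b at 0.68, aurka at 0.59, foxn4 at 0.59 and the stress factor atf4b at 0.59. The Purkinje list held 2 genes lower in D3MO, with pcp4l1 at -0.59 in the authors' deposited table. In this comparison 5 of 9 lists with at least 3 changed genes differed in direction from the rest, and 2 did without the dimmest listed probes, phototransduction and skeletal muscle, while photoreceptor structure and fate, trunk Hox genes and ribosome biogenesis no longer passed (adjusted p = 0.0874 for each list, exact test). Of their probes, and2, cabp2a, mylpfb and pcp4l1 had 1 of 2 past the thresholds, foxn4 and ldhbb 1 of 3, syt5a 2 of 3 and rho 7 of 8. A test made against a 1.5-fold change left 55 probes.

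The responses to both knockdowns were then set side by side. Of the 143 probes that changed in D1D2MO, 125 changed the same way in D3MO, 122 of them falling and 3 rising, and 0 changed in the opposite direction. Of all probes 74.7% had the same sign in both comparisons, against 68.0% in a simulation of unchanged conditions with the shared SCMO arrays. Part of the overlap may come from the shared controls, which could not be split because the tables hold no values per array.

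The log2 fold changes of the knockdowns correlated across probes, which are not independent replicates, with a Pearson r of 0.753 and a Spearman rho of 0.678, where the simulation without effects gave an r of 0.513. The covariance was 0.0317 against 0.00648 in the simulation, a difference of 0.0253. The simulation drew errors from the deposited standard errors, which may lack spread between pools. Such spread in the shared SCMO pools would enter both comparisons, so these differences do not measure a shared response alone. Over the probes that changed in D3MO, the D1D2MO change was a median 0.431 of the D3MO change, with an interquartile range from 0.313 to 0.548, and 96.8% had the same sign. These probes were chosen by the size of their D3MO change, which favours a ratio under 1. The shared SCMO arrays also favour equal signs, and the simulation gave no value for this chosen set. There were 18 probes that changed in D1D2MO but not in D3MO and 443 that changed in D3MO but not in D1D2MO. Of these 443 probes, 115 also differed between the knockdowns themselves, as did 87 of the 125 shared probes. Another 37 probes differed between the knockdowns without passing the thresholds in either comparison with SCMO. Of the genes named above, acta1b, prdm1a, myl7, myh7l and matn1 changed in D1D2MO but not in D3MO. Between the knockdowns they differed by -0.34, -0.24, -0.48, -0.50 and 0.34 in the authors' deposited table. Each was at an adjusted p under 0.05 (moderated t) but under the fold threshold, so they did not pass as different between the knockdowns.

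**Figure D2:**
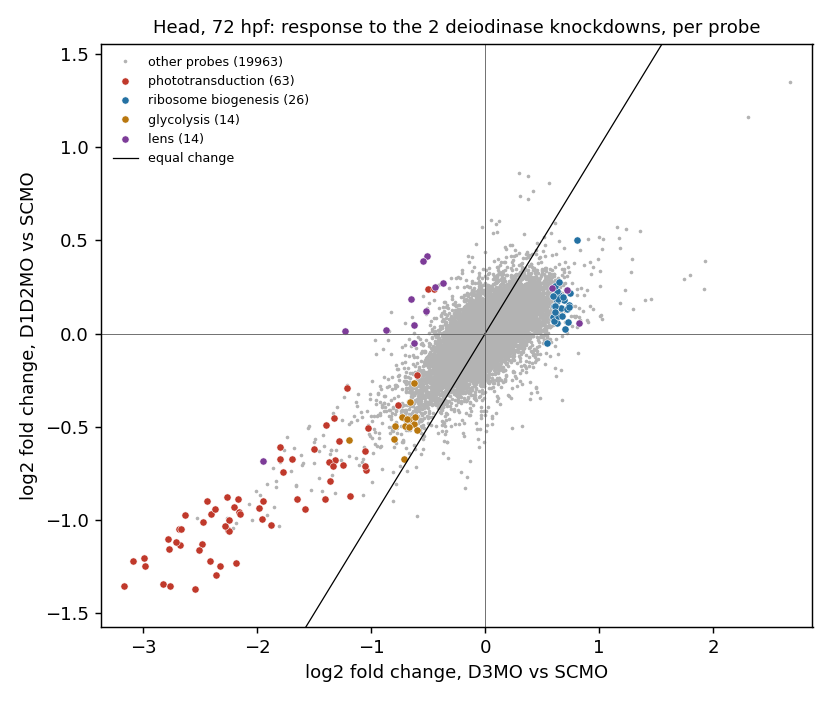
Log2 fold change of each of the 20080 probes in D3MO (x axis) and D1D2MO (y axis) against SCMO, with the named probes of 4 gene lists in colour and a line of equal change. Phototransduction probes reach -3.17 in D3MO and -1.37 in D1D2MO, and the ribosome biogenesis genes had a median of 0.65 in D3MO and 0.18 in D1D2MO.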

Values the study reported

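For the head region the study reported 293 differentially expressed transcripts in D3MO and 82 in D1D2MO, counted at a false discovery rate under 0.05 and a log2 fold change beyond 0.585 after values of probes for identical transcripts had been averaged.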

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

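The choice to set apart genes with opposite signs was made after the tables were seen, while the test of the difference between D3MO and D1D2MO had been set beforehand. Only the 90 genes picked by the rule were searched. For 9 of them the changes against SCMO had opposite signs in the knockdowns and the difference between the knockdowns itself passed both thresholds. Further named genes had opposite signs in the authors' deposited table, such as hoxc4a at -0.11 in D1D2MO and 0.81 in D3MO and cryaa at 0.39 and -0.54.

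The hindbrain Hox genes hoxb3a and hoxd3a were lower in D1D2MO and higher in D3MO, each at an adjusted p under 0.05 though under 1.5-fold. In the authors' deposited table hoxb3a was at -0.51 in D1D2MO and 0.24 in D3MO, a difference of 0.75, and hoxd3a was at -0.35 and 0.40, also a difference of 0.75.

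For the other 7 genes the D1D2MO value alone did not differ from SCMO at an adjusted p under 0.05. The annexin anxa2a was at -0.19 in D1D2MO and 0.61 in D3MO in the authors' deposited table, a difference of 0.80. The collagen col9a1b was at -0.07 and 0.61 (difference 0.68), the stress factor atf4b at -0.15 and 0.44 (difference 0.59) and the fast myosin myhz1.1 at -0.16 and 0.52 (difference 0.69) in the authors' deposited table. Lens genes went the other way in the authors' deposited table, with grifin at 0.01 in D1D2MO and -1.23 in D3MO, a difference of -1.24, and crygm2d11 at 0.02 and -0.87, a difference of -0.88. The retinol-binding protein gene rbp4, made mainly in liver, was at 0.12 and -0.51 in the authors' deposited table, a difference of -0.63.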

How the results depend on the processing

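Leaving out the dim probes and the control spots was chosen after the tables were seen, as was the test of direction for the gene lists, and the other settings were set before. Counts of changed probes are given for D1D2MO against SCMO, D3MO against SCMO and D3MO against D1D2MO in this order. Without a fold threshold they were 2133, 7833 and 4881, of which 1311, 3949 and 2383 were falls. The share of falls among changed probes was thus smaller in each comparison, and between the knockdowns rises outnumbered falls. With a log2 fold change over 1 they were 30, 161 and 69, with Holm's adjustment 36, 311 and 117, and with the test against a 1.5-fold change 7, 178 and 55. Merging the probes of a gene gave 91, 429 and 171. Adjusted p under 0.01 or 0.10, 1 adjustment over all comparisons, centring, and leaving out the control spots or the dimmest listed probes (average log2 intensity under 7.97) kept each count within 1.5 times. The overlap of 125 probes became 1716 without a fold threshold, 550 with D1D2MO at any size and 59 as gene symbols. The correlation of 0.753 became 0.655 over probes changed in neither comparison and 0.869 over named genes. It was 0.711 without the phototransduction, photoreceptor and visual cycle lists. Of the list tests, 2 passed for D1D2MO against SCMO with probes in place of genes, where 0 had passed. For D3MO against SCMO 10 had passed, and 15 did with probes, 9 without genes held by more than 1 list and 7 without dim probes. Of these tests 2 passed for D3MO against D1D2MO without dim probes, where 5 had passed. Stricter thresholds lower counts by construction, and for the other changes the cause was not tested. Of 164 values of named genes 0 changed sign, 2 fell under the fold threshold with centring (myh7l and pcp4l1) and 10 with the mean over probes. Leaving out arrays, other splits of the arrays, a pool term, other normalisation, cameraPR and a dim filter over all probes were not run, since they need values per array, or names and intensities for all probes. No paired analysis was possible because the tables hold comparisons and no values per pool. Signal over background was not analysed here. Dim probes of a gene showed smaller changes than bright ones, which limits the sizes given for dim genes.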

Other observations

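The shares and the degrees of freedom described in this part were looked at only after the comparisons had been seen, and the tests of the degrees of freedom were chosen after their values were known.

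How much of the D3MO change was also present in D1D2MO differed between gene groups. Over the 301 named genes that changed in D3MO, the median share was 0.424, and 6 of 15 lists differed from the other genes (permutation test, adjusted over the 15 lists). Glycolysis genes had the highest share, 0.713 over 8 genes (adjusted p = 0.0051, permutation test), followed by GABA, glycine and glutamate synapse genes at 0.572 over 15 genes (adjusted p = 0.025, permutation test). The enolase eno1b was at -0.67 in D1D2MO and -0.72 in D3MO in the authors' deposited table. Median shares were low for lens genes at 0.0293 over 8 genes (adjusted p = 0.001, permutation test), trunk Hox genes at 0.143 over 5 (adjusted p = 0.045, permutation test), skeletal muscle genes at 0.164 over 9 (adjusted p = 0.011, permutation test) and ribosome biogenesis genes at 0.261 over 19 (adjusted p = 0.0046, permutation test). Single genes varied widely, from -0.71 to 0.42 in the lens list and from -0.31 to 1.03 in the skeletal muscle list. The shares cover only genes that changed in D3MO. The muscle actin acta1b, at 0.76 in D1D2MO and 0.42 in D3MO in the authors' deposited table, is therefore left out of the skeletal muscle share. Phototransduction genes, with 26 members and the largest changes, stood at 0.425 (adjusted p = 0.99, permutation test), and cell cycle genes at 0.423 over 12. The remaining lists with at least 4 such genes did not pass the test, with shares of 0.385 for photoreceptor structure and fate, 0.475 for the visual cycle, 0.442 for the inner retina, 0.522 for synaptic vesicles, 0.471 for neural progenitors, 0.531 for Purkinje cells and 0.469 for purine metabolism.

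Simulations with array error, the shared SCMO arrays and a single share gave a standard deviation of the list medians of 0.0265 on average and 0.0551 at most, against 0.181 in the data, and the share of simulations with as large a spread was 0.0001, the smallest they can give. This was set beforehand as the bound for excluding array error, but the simulations drew errors independently for each gene and from the deposited standard errors, which could lack the spread between pools, so they do not exclude noise as the cause. The permutation tests treat genes as independent too. A linear term in average intensity kept 103% of the variance between lists, so a linear trend of the share with intensity did not account for it. Other forms of compression of changes at dim probes were not tested and are not excluded. Whether D3MO holds a response that D1D2MO lacks stays open, as a single path could also give unequal shares where gene groups differ in how they respond to its strength. No values per pool were at hand to test whether these groups vary together between pools.

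In D3MO against SCMO 48.3% of all probes had an unadjusted p under 0.05, and 26.4% had in D1D2MO against SCMO. Treating the 16 arrays as independent measurements of 3 conditions is excluded as the source, as that fit has at least 14 degrees of freedom and the deposited p-values have 7.79. A fit in which each pool had its own term would leave 5 degrees of freedom before the empirical Bayes addition, and its p-values could then hold the error between arrays and not the spread between pools. The tables do not decide this, because the array layout of the pools is not given in the sources used here. Broad real changes stay open as well.

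Probes of the same gene gave the same sign in D3MO against SCMO for all 107 genes with several listed probes, and differed by a median of 0.12. The widest gap was 1.63, for rho, whose probe with an average log2 intensity of 6.90 had a log2 fold change of -1.05 while one at 13.1 had -2.68 in the authors' deposited table. Across 252 probes of these genes the size of the change and the average intensity, each taken relative to its gene, correlated with an r of 0.639. These are probes that passed the thresholds in some comparison, so the value describes listed probes only.

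Merging probes of a gene symbol or accession gave 429 units that changed in D3MO and 91 in D1D2MO. These are higher than the counts quoted from the study above, which were made after averaging.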
